A study of Saccharomyces cerevisiae with 16 samples. Its data were reported in "RNA Polymerase II CTD phosphatase Rtr1 fine-tunes transcription termination" (2020).

How the data were processed

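All strains were isogenic to BY4741, a MATa laboratory strain of Saccharomyces cerevisiae. The rrp6Δ strain came from the yeast knockout collection, and the double deletion was made from it by replacing RTR1 with a drug resistance cassette. Cultures were harvested in exponential growth at an OD600 of 0.8. Total RNA was depleted of ribosomal RNA and made into strand-specific libraries, so sense and antisense reads can be told apart. The authors aligned reads to the sacCer3 genome with STAR 2.5.2b and counted them per transcript with featureCounts of Subread 1.5.0. The deposited count values were whole numbers and were treated as raw counts. The authors' table legend calls them normalized, but library totals differed, and every whole number from 30 to 150 occurred in each library, which counts scaled up and rounded would not show. Counts scaled down are not excluded by this check. The deposited log2 fold changes over WT and their FDR values came from the edgeR analysis of the authors, whose version and test are not stated. They were used for 1 check only. At the thresholds used here the deposited values gave 5101 transcripts higher and 455 lower in rrp6Δ cells and 4688 and 596 in the double deletion, and the deposited log2 values lay above those computed here by a median of 0.187 and 0.115. For rrp6Δ the groups behind these values were unlike, since the authors' sum over their rrp6Δ libraries was above that of the 3 libraries used here in 12669 of 12670 rows.

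ORF-T, CUT, SUT, NUT and SRT annotations were published ones. The authors made AST annotations by reversing the strand of ORF annotations and kept those that changed in rrp6Δ cells, and they drew extended snoRNA transcripts from rrp6Δ reads. The name parts MAN and RT are not explained, so whether RT marks those extended transcripts is left open. Features overlap in places: 65 of the 12670 rows had the same counts as another row in every library. Rows with nearly the same counts are not among these, such as NUT0349 and MAN_Unit169 (686 and 665 CPM in rrp6Δ replicate 1). Numbers of transcripts, over all rows or by class, can therefore count the same RNA repeatedly. Gene symbols and coordinates were taken for 5586 of the 5836 ORF-T rows by matching systematic names to the RefSeq annotation of assembly R64, whose coordinates equal those of sacCer3. Columns were assigned to samples by their headers, and 1 per-sample column whose header left its genotype open was not used. Of 16 samples in 4 groups, 11 in 3 groups were analysed. The rtr1Δ libraries were not analysed here, so the planned comparisons of rtr1Δ with WT, of the double deletion with rtr1Δ, the interaction of both deletions and the follow-up of ASTs lowered in rtr1Δ cells were not run. Spike-in RNA was not used here. Library totals ran from 28765694 to 38578463 counts, and floors for counts of 0 (3 counts) cover counting error only.

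The main design, the gene lists, the rule for named transcripts and most of the other settings tried were chosen before the data were examined. Counts were analysed in R 4.3.3 with edgeR 4.0.16: filterByExpr with default settings (0 rows removed), TMM factors over all rows, a single quasi-likelihood fit of the 11 libraries with group means and no covariate, and quasi-likelihood F tests per contrast with Benjamini-Hochberg adjustment. A transcript was called at an adjusted p of at most 0.05, and for overall and class counts also a fold change of at least 1.5, as the study did. CPM values used effective library sizes, with a prior count of 2 for log2 CPM. Class and list shifts were tested with camera of limma 3.58.1 on voom values, at a preset inter-gene correlation of 0.01 and with the correlation estimated, adjusted over classes or over the 18 lists. The spread of a class median is the SD over libraries of its difference from the ORF-T median, taken in each of the compared groups, of which the larger is given. Figures and table preparation used Python 3.11.15.

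The 18 lists were mRNAs under early Nrd1-dependent termination, PAU genes (12 measured of 24), the phosphate regulon, ribosome biogenesis, exosome and TRAMP subunits, termination factors, enzymes of the C-terminal domain, heat shock genes, Msn2/4 stress genes, pheromone response (16 of 18), α-cell genes, a-cell genes, meiosis and sporulation (21 of 26), amino acid genes under Gcn4, purine and GMP synthesis, the iron regulon, respiration and ribosomal proteins. Transcripts to name were RTR1, RRP6, IMD2, NRD1, URA8, NNR2, PHO84 and the antisense transcripts of the last 2. To these were added, per comparison, the 6 ORF-T rows and the 4 rows of other classes with the largest rise and the largest fall (adjusted p at most 0.05, a mean of at least 50 counts in 1 of the groups, replicates not overlapping), up to 4 members per list and up to 2 rows per class with the smallest adjusted p. Some of these were left out of the text for space, and 1 is not reported here. HMX1 and the upstream transcript of IMD2 were named after their values were seen.

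Replicates with the same number were cultures of all genotypes grown on the same day, per the study's methods, with different days for different numbers. Checked on the data, all 10 pairs of same-numbered libraries of different groups deviated together from their group means (r from 0.24 to 0.83), and in 20 of 20 cases a library correlated best with its own number, so the numbers pair the samples. The fit with the replicate number as a block lowered the common biological coefficient of variation from 0.184 to 0.0843. Its results are given for the overall numbers and beside many of the lists and calls.

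The settings chosen beforehand were RLE and upper-quartile factors, scaling from ORF-T rows, no low-count filter, DESeq2 1.42.0 (Wald test), the edgeR likelihood ratio test, only the compared groups in the fit, the replicate block, each library left out in turn and the estimated correlation. DESeq2 used its own size factors in place of TMM factors. Libraries were left out of the fit without the block only. Scaling on spike-ins was planned and not run. Added after seeing the data were leaving out replicate 1 of every group, a filter at a mean of 1 CPM, identical rows collapsed, the block with ORF-T scaling, camera among ORF-T rows, the block with an estimated correlation, sense and antisense tests on the comparisons at hand (1086 pairs, Fisher's exact test, 2-sided), and 20 simulations of unchanged groups that share a simulated WT group. The edgeR step was tested on simulated data with the real means and library sizes and 200 of 12670 rows changed. Of rows changed 2-fold, 73.1% were recovered for rrp6Δ against WT, 86.6% for the double deletion against WT and 70.1% for the double deletion against rrp6Δ. For 1.5-fold changes these were 13.4%, 17.9% and 22.4%, and 6.11%, 2.90% and 7.91% of calls were false.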

Results

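Total RNA from exponentially growing Saccharomyces cerevisiae was sequenced with a strand-specific protocol after removal of ribosomal RNA, and reads were counted over annotated coding and noncoding transcripts. The 11 libraries analysed here fell into 3 genotypes. They were 4 wild-type (WT) cultures, 3 cultures lacking RRP6 (rrp6Δ, replicates 1, 3 and 4) and 4 cultures lacking both RTR1 and RRP6 (rtr1Δ rrp6Δ). Rrp6 is the 3′ to 5′ exonuclease of the nuclear exosome, which degrades many short noncoding RNAs, and Rtr1 is a phosphatase of the RNA polymerase II C-terminal domain. The WT libraries held 32503478, 32823668, 32650155 and 36035490 counts in replicates 1 to 4. The rrp6Δ libraries held 28765694, 32184020 and 35991761 counts, and the double deletion libraries held 32318386, 36310094, 31564740 and 38578463. The table held 12670 transcripts: 5836 ORF-T (transcripts of open reading frames), 3055 AST (antisense transcripts, opposite to an annotated transcript), 1442 NUT (Nrd1-unterminated transcripts), 844 CUT (cryptic unstable transcripts), 719 SUT (stable unannotated transcripts), 376 whose names begin with MAN, 240 SRT (Ssu72-restricted transcripts) and 158 small nuclear and nucleolar RNAs (sn/snoRNA). The remaining 5 of the 16 samples of the series, among them the rtr1Δ group, were not analysed here, so the effect of losing Rtr1 alone was not compared. Values are CPM, counts scaled to a common effective library size, as mean ± SD, and in what follows a transcript rose or fell when its edgeR adjusted p was at most 0.05. Counts over all transcripts and over classes also required a change of at least 1.5-fold, whereas counts within gene lists and in sense and antisense pairs did not.

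The deleted genes were examined first. RRP6 (YOR001W, chromosome XV, 326832 to 329033) gave 3605 to 5503 counts per library in WT cells, 10 to 13 in rrp6Δ cells and 8 to 22 in the double deletion. RTR1 (YER139C, chromosome V, 450563 to 451243) gave 548 to 762 counts in WT, 417 to 575 in rrp6Δ and 35 to 56 in rtr1Δ rrp6Δ cells, so each library matched its label. RTR1 fell 12.1-fold between rrp6Δ and the double deletion (log2 fold change −3.60, edgeR adjusted p = 7.3e-08). RTR1 was also slightly lower in rrp6Δ cells than in WT, by −0.46 on the log2 scale (edgeR adjusted p = 0.00526), a call that was lost with scaling from ORF-T rows alone (adjusted p = 0.315) and with upper-quartile scaling (adjusted p = 0.0718). The transcript antisense to RTR1 was at 1.26 ± 0.583 CPM in WT cells (SD, n = 4) and 5.06 ± 1.01 CPM in rrp6Δ cells (SD, n = 3). It had 0 counts in all 4 double deletion libraries, at least 237-fold lower than in rrp6Δ cells against a floor of 3 counts over the group, since the deletion removed its template.

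The comparison of rrp6Δ with WT asked which RNAs depend on Rrp6. Noncoding transcripts accumulated broadly. CUTs made up 0.109 to 0.132% of all counts in WT libraries and 0.711 to 0.849% in the libraries of both deletion strains, and 763 of 844 CUTs rose while 1 fell. CUT222 went from 0.636 ± 0.111 CPM (SD, n = 4) to 215 ± 21.5 CPM (SD, n = 3), a log2 fold change of 8.38 (edgeR adjusted p = 1.1e-11). Of 1442 NUTs, which are defined by read-through when the termination factor Nrd1 is lost, 1221 rose and 11 fell. NUT0349, which overlaps a MAN feature and so shares reads with it, went from 18.3 ± 3.07 to 671 ± 52.8 CPM (SD, n = 4 and n = 3). Of 158 sn/snoRNA features 122 rose and 3 fell, and their share of counts was 2.95 to 4.22% in WT and 5.20 to 6.32% in the deletion strains. The 78 features with RT in their names had a median log2 change of 4.12 with 63 rising. SNR84-RT is an example, at 2.01 ± 0.154 CPM in WT and 74.5 ± 4.21 CPM in rrp6Δ (SD, n = 4 and n = 3). Among the 80 features without that name part 59 rose and 2 fell, with a median of 1.93.

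SRTs rose in 166 cases and fell in 11, SUTs rose in 335 and fell in 24, and MAN features rose in 147 and fell in 22. SUT720 rose from 3.85 ± 0.284 to 27.9 ± 2.66 CPM (SD, n = 4 and n = 3). ASTs rose in 1592 cases and fell in 162. Their share of all counts was 11.04 to 11.92% in WT libraries and 11.96 to 12.55% in the libraries of both deletion strains. The share of counts on AST rows thus moved little, although many more AST rows rose than fell. The study had kept ASTs because they changed in rrp6Δ libraries, and had annotated extended snoRNA forms from the same reads, so the direction of either is not independent evidence. How the published CUT annotations had been chosen was not examined here, so the rise of CUTs may not be independent evidence either. AS_Unit4710 rose from 2.71 ± 0.478 to 477 ± 45.2 CPM (SD, n = 4 and n = 3). Relative to the ORF-T median, the class medians were higher by 2.97 ± 0.188 for CUT, 3.09 ± 0.324 for sn/snoRNA, 2.08 ± 0.109 for NUT, 1.64 ± 0.159 for SRT, 1.05 ± 0.0693 for AST, 0.84 ± 0.0776 for SUT and 0.68 ± 0.0468 for MAN (SD over libraries, the larger of the groups compared). With the inter-gene correlation estimated from the data, camera called NUT (adjusted p = 0.0067), CUT (0.0199), AST (0.0486) and SUT (0.0486). It did not call SRT, at adjusted p = 0.0559 with an estimated correlation, sn/snoRNA (0.151) or MAN (0.137), all of which it called at a preset correlation of 0.01. With the replicate number as a block, the estimated-correlation values for AST and SUT were both 0.0775 and that for SRT was 0.0206. At the preset correlation, the MAN call (adjusted p = 0.045) was also lost without WT replicate 3 (0.052), WT replicate 4 (0.0511), rrp6Δ replicate 1 (0.0729) or rrp6Δ replicate 3 (0.0722), and with relative log expression (RLE) scaling (0.0622).

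**Figure D1:**
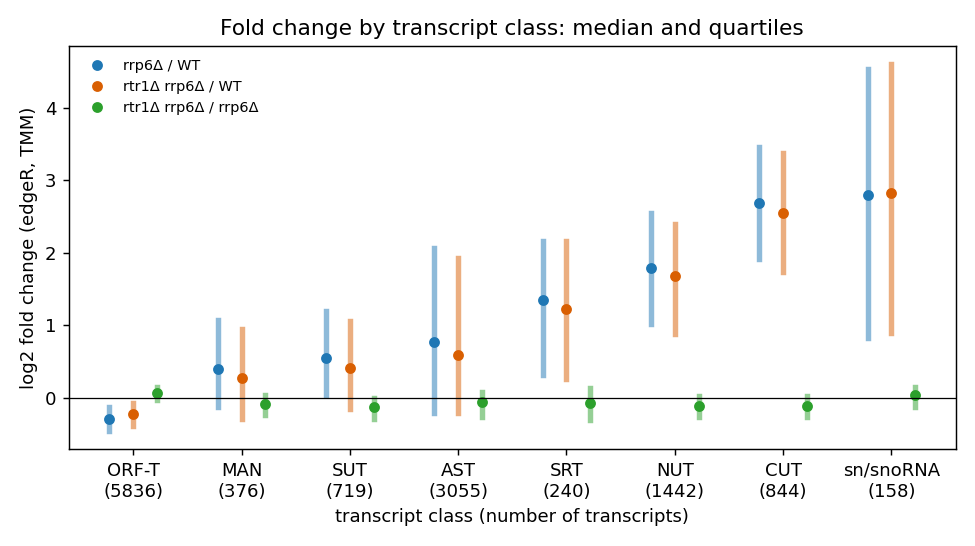
Change of each transcript class in the 3 comparisons, with the log2 fold change on the vertical axis, points for the class median and bars from the lower to the upper quartile. CUT and sn/snoRNA medians reached 2.68 and 2.80 in rrp6Δ against WT, whereas class medians in rtr1Δ rrp6Δ against rrp6Δ lay between −0.13 and 0.06, where the sign for ORF-T changed with scaling from ORF-T rows alone and that for sn/snoRNA with upper-quartile scaling as well.

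In all, 4589 transcripts rose and 976 fell in rrp6Δ cells. With no fold minimum these were 4879 and 3124. With the replicate block they were 4716 and 1024, or 5336 and 4933 with no fold minimum. The ORF-T share of counts was 78.1 to 81.4% in WT and 72.1 to 74.97% in the deletion strains. Among ORF-T, 243 rose and 742 fell, with a median of −0.29 that became 0.00 when libraries were scaled on ORF-T rows alone. That scaling moved the median of all transcripts by 0.296, upper-quartile scaling by 0.183 and RLE scaling by −0.113. The split of calls moved with them, to 5149 higher and 312 lower under ORF-T scaling, or 94.3% higher against 82.5% here.

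Among the ORF-T rows that rose, YCL007C went from 0.586 ± 0.142 to 35.8 ± 1.48 CPM (SD, n = 4 and n = 3; log2 fold change 5.94, edgeR adjusted p = 5.9e-11), and YJL047C-A (chromosome X, 349044 to 349178) from 10.1 ± 2.33 to 211 ± 12.5 CPM. Not every ORF-T row matched a gene of the RefSeq annotation, and whether each codes for protein was not examined here. The falls were led by the seripauperins, a family of near-identical cell wall proteins of the PAU genes, and by DAN1, a cell wall mannoprotein of anaerobic cells. PAU9 was at 13.2 ± 13.5 CPM in WT (SD, n = 4) and 0.0940 ± 0.0352 CPM in rrp6Δ (SD, n = 3), and DAN1 (YJR150C) was at 46.5 ± 39.7 and 1.32 ± 0.854 CPM, a log2 fold change of −5.15 (edgeR adjusted p = 2.0e-05). WT replicate 4 was the highest WT library for all of these, at 33.5 CPM for PAU9 and 106 CPM for DAN1. Of the 12 PAU genes measured of 24 listed, 9 fell (median −2.90), also when adjusted over the list alone, and 9 fell without WT replicate 4 (median −1.93). Reads of single PAU copies are uncertain, since near-identical copies share them. A pair of unrelated genes fell to near background in every library of both deletion strains. HFM1 (YGL251C, chromosome VII, 27921 to 31636), a meiotic DNA helicase, went from 24.8 ± 2.16 to 0.811 ± 0.0835 CPM (log2 fold change −4.93, edgeR adjusted p = 3.2e-08). GYP5 (YPL249C, chromosome XVI, 76669 to 79353), a Rab GTPase-activating protein, went from 50.9 ± 10.01 to 1.89 ± 0.668 CPM (−4.74, edgeR adjusted p = 4.9e-08). Both deletion strains descend from 1 rrp6Δ parent.

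**Figure D2:**
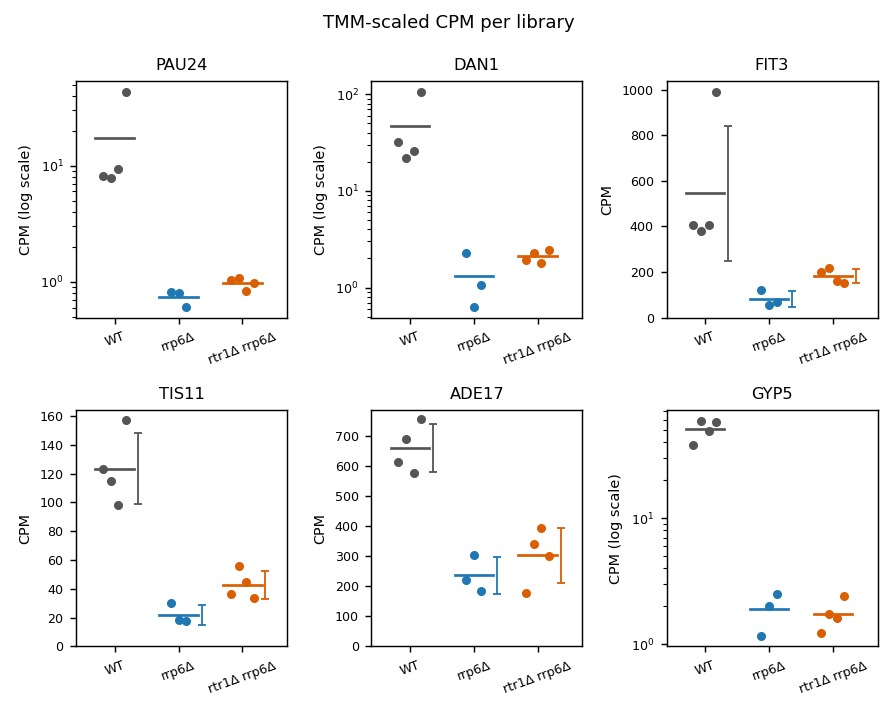
CPM of 6 genes that were lower in rrp6Δ than in WT cells, 1 point per library, with the group mean as a line; PAU24, DAN1 and GYP5 have a log axis, and in the linear panels of FIT3, TIS11 and ADE17 the error bar is the SD. WT replicate 4 stood above the other WT libraries for PAU24 (43.3 CPM), DAN1 (106 CPM) and FIT3 (992 CPM).

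Among the lists fixed in advance, iron and purine genes were lower in rrp6Δ cells. Of 16 genes of the iron regulon 12 fell and 1 rose, or 13 and 2 adjusted over the list alone and 14 and 2 with the replicate block, with a median of −1.33. TIS11, which promotes decay of mRNAs of iron-using proteins, fell from 123 ± 24.8 to 22.02 ± 7.05 CPM (SD, n = 4 and n = 3; edgeR adjusted p = 2.7e-06). The siderophore protein FIT3 fell from 546 ± 298 to 80.9 ± 33.9 CPM, where WT replicate 4 was at 992 CPM and the other WT libraries at 379 to 407 CPM. HMX1, a heme oxygenase, was the member that rose, by 0.85. Of 17 genes of purine synthesis 14 fell (14 adjusted over the list alone, median −0.55), among them ADE17, from 658 ± 80.2 to 236 ± 61.1 CPM, and SHM2, from 736 ± 85.3 to 381 ± 40.3 CPM. Of 22 amino acid genes controlled by Gcn4 15 fell (15 adjusted over the list alone, 18 with the block and 1 rising, median −0.33), as ARG1 did, from 26.4 ± 10.2 to 11.1 ± 1.00 CPM (edgeR adjusted p = 7.0e-04). Heat shock genes fell in 8 of 22 cases (7 adjusted over the list alone, median −0.41), and with the replicate block 14 fell and 2 rose. The mitochondrial chaperonin HSP60 fell from 429.9 ± 47.6 to 195 ± 24.9 CPM (SD, n = 4 and n = 3; edgeR adjusted p = 4.4e-06). Camera at its preset correlation called these lists and PAU as lower than other transcripts, with adjusted p of 1.6e-04 for iron, 1.6e-04 for purine, 3.4e-04 for Gcn4, 0.00522 for heat shock and 0.00522 for PAU. Each call was lost with an estimated correlation, at adjusted p = 0.619 for iron, 0.448 for purine, 0.561 for Gcn4, 0.678 for heat shock and 0.678 for PAU with an estimated correlation. Against other ORF-T rows alone, the adjusted p was 0.139 for Gcn4, 0.241 for PAU and 1.00 for heat shock. The iron (0.023) and purine (0.0306) calls held at the preset correlation and were lost there too with an estimated one, both at adjusted p = 0.615, and with the block (0.116 and 0.0791). With scaling from ORF-T rows alone the medians were −1.04 for iron, −0.26 for purine, −0.04 for Gcn4 and −0.13 for heat shock, so Gcn4 and heat shock genes fell little beyond other mRNAs.

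Of 131 ribosomal protein genes 24 fell and 2 rose, or 4 and 2 adjusted over the list alone, and 88 fell with the replicate block. Their median of −0.26 was called by camera (adjusted p = 1.2e-06, and 0.83 with an estimated correlation) but turned positive when libraries were scaled on ORF-T rows alone. The genes that rose were RPL18B, from 208 ± 26.0 to 483 ± 6.50 CPM, and RPS14B, from 176 ± 18.9 to 357 ± 16.2 CPM (SD, n = 4 and n = 3). Each has a near-identical paralog, so both counts are uncertain. Of 26 termination factors 5 rose and 8 fell, the same number adjusted over the list alone (7 and 14 with the replicate block). SSU72, a phosphatase of the polymerase C-terminal domain, rose from 17.5 ± 1.54 to 25.3 ± 1.34 CPM. Of 9 enzymes acting on that domain 1 rose and 3 fell (1 and 3 adjusted over the list alone, 1 and 8 with the block). Of 18 exosome and TRAMP genes 1 rose and 1 fell, the latter RRP6 itself (0 and 1 adjusted over the list alone, 1 and 11 with the block). Of 47 ribosome biogenesis genes edgeR called 0 in either direction, likewise adjusted over the list alone, with 1 at an unadjusted p below 0.05 and 1 called lower by DESeq2, and 23 fell with the block. With the block, camera called ribosome biogenesis (adjusted p = 0.00137) and exosome genes (0.0209) as lower, calls that were lost at adjusted p = 0.746 and 0.613 with an estimated correlation. Against ORF-T rows alone both directions turned in the block fit (0.504 and 0.854), as did the signs of both medians with upper-quartile scaling and with scaling from ORF-T rows. Meiotic genes rose in 5 and fell in 9 of 21 cases (5 and 9 adjusted over the list alone, 6 and 12 with the block). REC104, needed for meiotic recombination, rose from 3.22 ± 0.111 to 13.8 ± 0.957 CPM, and ZIP1, of the synaptonemal complex, fell from 25.8 ± 1.06 to 12.1 ± 0.470 CPM. In the pheromone response 2 of 16 genes rose and 4 fell (1 and 3 adjusted over the list alone, 3 and 6 with the block), with PRM4 falling by 1.24 on the log2 scale.

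Of 16 phosphate genes 3 rose and 0 fell in rrp6Δ cells by edgeR (2 and 0 adjusted over the list alone, 6 and 3 with the replicate block, 2 and 3 by DESeq2, with 1 lower at an unadjusted p below 0.05), among them PHO11, whose near-identical copy PHO12 shares reads with it, and SPL2, from 33.4 ± 4.10 to 57.4 ± 10.1 CPM. Of 6 a-cell genes 1 rose and 1 fell (0 and 0 adjusted over the list alone), and of 4 α-cell genes 0 did either way by edgeR or DESeq2, with 0 at an unadjusted p below 0.05. Of 33 respiration genes 1 rose and 1 fell (0 and 0 adjusted over the list alone, 10 and 6 with the block). Of 21 stress genes controlled by Msn2 and Msn4 edgeR called 0 in either direction (0 adjusted over the list alone), as did DESeq2, with 1 at an unadjusted p below 0.05, and 9 rose and 3 fell with the block. Without rrp6Δ replicate 1, limma's camera also called ribosome biogenesis (adjusted p = 9.3e-04) and the exosome list (0.0193), and ribosome biogenesis was called without WT replicate 2 (0.0469), 3 (0.0165) or 4 (0.0218), all as lower. None of these calls was made with an estimated correlation, at adjusted p = 0.680 to 0.870.

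Transcripts that the study followed individually included targets of early termination by Nrd1, Nab3 and Sen1. NRD1 (YNL251C, chromosome XIV, 172588 to 174315), which limits its own mRNA in this way, rose from 64.6 ± 14.2 CPM (SD, n = 4) to 198 ± 24.9 CPM (SD, n = 3) in rrp6Δ cells and was at 197 ± 17.5 CPM (SD, n = 4) in the double deletion (log2 fold changes 1.62 and 1.61 against WT, edgeR adjusted p = 2.7e-06 and 1.8e-06). IMD2 (YHR216W, chromosome VIII, 554396 to 555967), an enzyme of GMP synthesis, was at 144 ± 26.6 CPM in WT, 123 ± 14.2 CPM in rrp6Δ and 67.7 ± 11.9 CPM in rtr1Δ rrp6Δ cells. It fell by 1.09 on the log2 scale between WT and the double deletion (edgeR adjusted p = 6.8e-05). The upstream transcript of IMD2 was at 21.9 ± 4.92, 41.3 ± 6.72 and 23.1 ± 3.77 CPM. It rose in rrp6Δ cells (log2 fold change 0.92, edgeR adjusted p = 9.0e-04), and its counts are uncertain because IMD1 has a near-identical upstream region. URA8, a CTP synthase, was at 77.4 ± 7.77, 94.0 ± 9.20 and 98.1 ± 5.21 CPM, and its rise in the double deletion by 0.34 (edgeR adjusted p = 0.00947) was lost with RLE scaling (0.0551). Its rise in rrp6Δ cells (0.28, edgeR adjusted p = 0.033) was lost without WT replicate 1 (0.0785), WT replicate 3 (0.0804), WT replicate 4 (0.0545), rrp6Δ replicate 3 (0.244) or rrp6Δ replicate 4 (0.125).

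NNR2 (YKL151C, chromosome XI, 164917 to 165930), an NADHX dehydratase, varied within groups, at 20.3 ± 7.77, 13.2 ± 7.501 and 16.2 ± 7.63 CPM in WT, rrp6Δ and rtr1Δ rrp6Δ cells. Neither comparison with WT passed the test (edgeR adjusted p = 0.311 and 0.576), whereas with the replicate number as a block both did (log2 fold changes −0.69 and −0.38, edgeR adjusted p = 1.5e-04 and 0.00458). The transcript antisense to NNR2 was not analysed here. PHO84 (YML123C), the high-affinity phosphate transporter, was at 1117 ± 196, 1036 ± 177 and 1013 ± 229 CPM and did not pass (edgeR adjusted p = 0.635 and 0.513). Its antisense transcript was at 1.89 ± 0.290 CPM in WT (SD, n = 4) and fell to 0.894 ± 0.348 CPM in rrp6Δ (SD, n = 3; edgeR adjusted p = 0.00228) and 0.716 ± 0.100 CPM in the double deletion (SD, n = 4; edgeR adjusted p = 2.1e-04). Of 11 mRNAs under such early termination, 3 rose and 4 fell in rrp6Δ cells, and 3 rose and 5 fell in the double deletion, the same numbers adjusted over the list alone (4 and 4, and 4 and 5, with the replicate block).

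**Figure D3:**
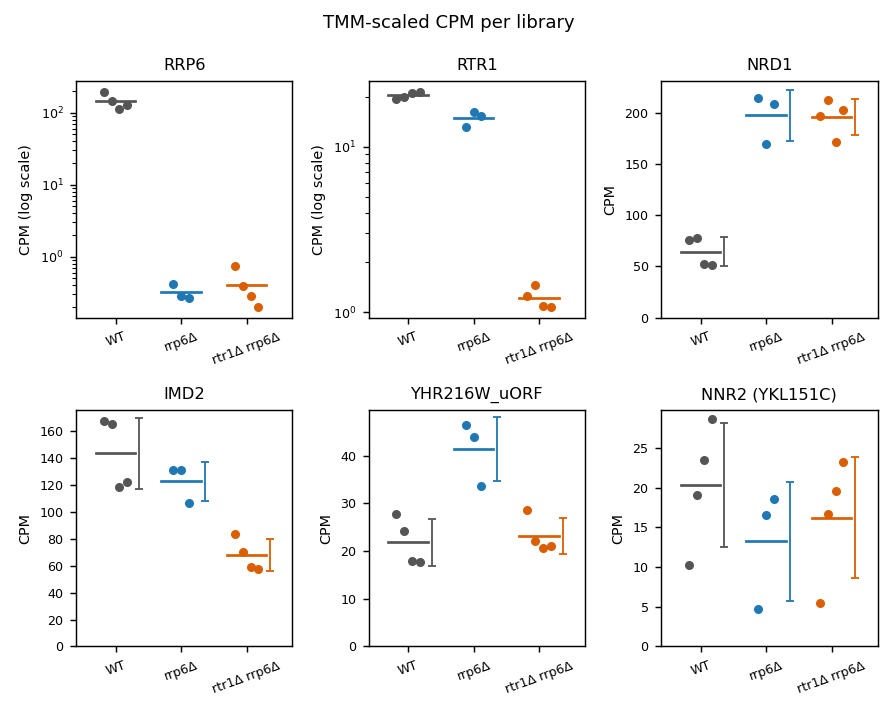
CPM of RRP6, RTR1 (log axes), NRD1, IMD2, its upstream transcript and NNR2 (linear axes) in the 3 genotypes, 1 point per library, with the group mean as a line and, in the linear panels, the SD as error bar. NRD1 lay near 198 CPM in both deletion strains against 64.6 CPM in WT, and IMD2 was lowest in rtr1Δ rrp6Δ cells at 67.7 CPM.

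Sense and antisense changes were compared over 1086 pairs of an ORF-T and an AST. In rrp6Δ cells the antisense transcript rose in 815 pairs, and the sense transcript fell in 418 of these (51.3%), against 55 of the 166 pairs (33.1%) whose antisense transcript did not pass the test (odds ratio 2.12, 2-sided Fisher's exact p = 1.9e-05, Benjamini-Hochberg adjusted p = 1.2e-04). Where the antisense fell (105 pairs), 43 sense transcripts rose (41.0%), against 35 of the 166 (21.1%) (odds ratio 2.59, Fisher's exact test, adjusted p = 0.0013). In the double deletion, sense fell in 354 of 786 pairs with antisense rising (45.0%), against 57 of 195 (29.2%) (odds ratio 1.98, Fisher's exact test, adjusted p = 2.6e-04). Where antisense fell in the double deletion (105 pairs), 30 sense transcripts rose (28.6%), against 45 of the 195 (23.1%) (Fisher's exact test, adjusted p = 0.394, and 0.0101 with the replicate block). Across pairs, the log2 changes of sense and antisense had Pearson r of −0.36 in rrp6Δ and −0.33 in the double deletion (Spearman −0.29 and −0.29). Genes are not independent replicates, and the ASTs were selected on rrp6Δ libraries.

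The comparison of rtr1Δ rrp6Δ with WT asked for the joint effect of both losses. Noncoding transcripts were again higher: 756 CUTs rose and 1 fell, 1179 NUTs rose and 17 fell, and 123 sn/snoRNAs rose and 1 fell. ASTs rose in 1498 cases and fell in 188, SUTs rose in 303 and fell in 55, SRTs rose in 155 and fell in 12, and MAN features rose in 134 and fell in 28. CUT222 was at 174 ± 5.26 CPM (SD, n = 4), and NUT0349 at 948 ± 24.1 CPM. Relative to ORF-T, the medians were higher by 2.77 for CUT, 3.05 for sn/snoRNA, 1.90 for NUT, 1.45 for SRT, 0.82 for AST, 0.63 for SUT and 0.50 for MAN. With an estimated correlation, camera called NUT (adjusted p = 0.00797) and CUT (0.0201). The calls made at the preset correlation were lost with an estimated correlation for AST (adjusted p = 0.0896), SUT (0.177), SRT (0.0896, and 0.0421 with the block) and sn/snoRNA (0.173). MAN was not called at either (0.347 and 0.439), and SUT was lost at the preset correlation without WT replicate 2 (0.0502). ORF-T rose in 227 and fell in 528 cases, with a median of −0.22 that became 0.01 with scaling from ORF-T rows alone. The whole count was 4375 risen and 830 fallen, 4668 and 2682 with no fold minimum. With the replicate block it was 4492 and 895, or 5136 and 4597 with no fold minimum.

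HFM1 and GYP5 were at 0.342 ± 0.186 and 1.75 ± 0.493 CPM in the double deletion (log2 fold changes −6.12 and −4.85). DAN1 was at 2.10 ± 0.306 CPM, and 9 of 12 PAU genes fell (9 adjusted over the list alone, median −2.34). Without WT replicate 4, 8 fell (median −1.43). Of 16 iron genes 10 fell and 2 rose (10 and 2 adjusted over the list alone, 12 and 2 with the block, median −0.89), with TIS11 at 42.6 ± 9.91 CPM. Of 17 purine genes 13 fell (14 adjusted over the list alone, 14 with the block, median −0.40), with ADE17 at 302 ± 90.8 CPM. Of 131 ribosomal protein genes 12 fell and 3 rose (4 and 3 adjusted over the list alone, 42 and 5 with the block), with a median of −0.14 that turned positive with scaling from ORF-T rows alone. The camera test of limma called PAU (adjusted p = 0.00143), purine (0.00112), iron (0.00746) and ribosomal proteins (3.3e-04). These calls were lost with an estimated correlation, at adjusted p = 0.879 for PAU, 0.324 for purine, 0.879 for iron and 0.879 for ribosomal proteins. Against ORF-T rows alone purine (0.0531), iron (0.307) and ribosomal proteins (0.269, with the direction turned) were lost too, and PAU held at the preset correlation (0.0334) and not with an estimated one (0.691) or with the block (0.0551).

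Heat shock genes rose in 2 and fell in 3 of 22 cases in the double deletion (0 and 2 adjusted over the list alone, 4 and 8 with the replicate block), and Gcn4 targets rose in 1 and fell in 3 of 22 (0 and 0 adjusted over the list alone, 2 and 10 with the block). Phosphate genes rose in 3 and fell in 2 of 16 cases (2 and 2 adjusted over the list alone, 9 and 3 with the block), and meiotic genes in 4 and 10 of 21 (the same numbers adjusted over the list alone, 5 and 14 with the block). Termination factors rose in 5 and fell in 4 of 26 cases (5 and 3 adjusted over the list alone, 7 and 10 with the block), SSU72 among them at 29.7 ± 3.07 CPM. Of the enzymes of the C-terminal domain 1 rose and 4 fell (1 and 4 adjusted over the list alone, 1 and 8 with the block), and of the exosome genes 1 rose and 1 fell (the same numbers adjusted over the list alone, 1 and 7 with the block). Pheromone genes rose in 3 and fell in 2 cases (3 and 2 adjusted over the list alone, 4 and 5 with the block), a-cell genes in 2 and 1 (2 and 1 adjusted over the list alone), and of the α-cell genes STE3 fell (0 adjusted over the list alone), a call lost without WT replicate 2 (edgeR adjusted p = 0.071), 3 (0.0799) or 4 (0.0717) or double deletion replicate 2 (0.0699) or 3 (0.0944). Ribosome biogenesis, respiration and Msn2/4 genes had 0 edgeR calls, likewise adjusted over the list alone, and 0 at an unadjusted p below 0.05, while DESeq2 called 2 respiration genes lower. With the block, 12 ribosome biogenesis genes fell, 8 respiration genes rose and 2 fell, and 6 Msn2/4 genes rose and 4 fell. Camera with the block called ribosome biogenesis as lower (adjusted p = 0.0171, and 0.864 with an estimated correlation), with the direction turned against ORF-T rows alone (0.179) and the sign of its median turned with upper-quartile and ORF-T scaling. It was called without the block when leaving out WT replicate 3 (0.0257), WT replicate 4 (0.0376) or double deletion replicate 1 (2.6e-04), and without the last the exosome list (0.0116) and the C-terminal domain enzymes (0.0495) were called as well, all as lower. With an estimated correlation none of these was called, at adjusted p = 0.346 to 0.826.

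The changes against WT in both deletion strains ran in parallel. Across transcripts, which are not independent replicates, the log2 changes had Pearson r of 0.979 and Spearman rho of 0.942, with a covariance of 1.87. The WT libraries were shared. In 20 simulations all libraries, WT included, were drawn from the WT means, and both comparisons shared the simulated WT group. These gave 0.467, 0.439 and 0.0297, and lack any correlation that growth on the same day would add. In all 4283 transcripts rose and 551 fell in both comparisons, where independent lists would share 1585 and 63.9 and the simulations shared at most 0, and 2 moved in opposite directions. With separate pairs of WT libraries for each comparison (6 ways), r was 0.936 to 0.958, the covariance 1.84 to 1.87, 3989 to 4094 transcripts rose in both and 411 to 485 fell in both.

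Loss of Rtr1 was compared within the RRP6 deletion by setting rtr1Δ rrp6Δ against rrp6Δ cells. Per the study's methods, each replicate was grown from a single colony of the strain's stock, so adjusted p measured spread between cultures. A difference carried by either strain, other than the deletion, cannot be told apart from an effect of losing Rtr1. The same limit holds for effects of the deletions in the comparisons with WT. Beside RTR1 itself, the transcripts that moved most were few and mostly fell. ZRT1, the high-affinity zinc transporter, fell from 122 ± 25.8 CPM (SD, n = 3) to 41.9 ± 8.60 CPM (SD, n = 4; log2 fold change −1.54, edgeR adjusted p = 0.00690). NRT1, a nicotinamide riboside transporter, fell from 37.1 ± 3.02 to 17.0 ± 1.37 CPM (−1.13, edgeR adjusted p = 6.7e-04), and HIM1 (YDR317W) from 3.66 ± 0.234 to 1.70 ± 0.348 CPM (−1.11). Among noncoding transcripts, CUT884 fell from 6.15 ± 1.61 to 1.48 ± 0.386 CPM (−2.06, edgeR adjusted p = 0.00690) and AS_FLC1 from 11.7 ± 3.43 to 2.88 ± 0.406 CPM (−2.03, edgeR adjusted p = 0.00684), and NUT1463 and SUT280 fell as well (−1.67 and −0.83). These calls held with every single library left out. NUT1463 followed AS_FLC1 across the rrp6Δ libraries (16.4, 10.1 and 12.2 against 15.5, 8.87 and 10.8 CPM). Both may therefore count the same RNA, which was not tested. IMD2 fell from 123 ± 14.2 to 67.7 ± 11.9 CPM (−0.86, edgeR adjusted p = 0.034). That call was lost without rrp6Δ replicate 1 (0.106), 3 (0.0849) or 4 (0.0767) or double deletion replicate 2 (0.107), 3 (0.131) or 4 (0.113), and was made with the replicate block (−0.92, edgeR adjusted p = 1.9e-04). The upstream transcript of IMD2 passed with the block only (−0.84, edgeR adjusted p = 0.0613, and −0.86, 6.3e-04, with the block). NRD1 did not differ by this test (−0.01, edgeR adjusted p = 0.997).

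The transcripts that rose included genes of arginine synthesis. ARG1 went from 11.1 ± 1.00 CPM (SD, n = 3) to 36.5 ± 3.69 CPM (SD, n = 4; log2 fold change 1.72, edgeR adjusted p = 0.00790), a call lost without rrp6Δ replicate 3 (0.0529) or 4 (0.0621). ARG3 went from 1.73 ± 0.132 to 4.29 ± 0.337 CPM (1.31, edgeR adjusted p = 0.00690). HSP60 rose from 195 ± 24.9 to 300.1 ± 17.1 CPM (0.62, edgeR adjusted p = 0.0329), and was lost without rrp6Δ replicate 1 (0.110), 3 (0.283) or 4 (0.0645) or double deletion replicate 1 (0.0669), 2 (0.107), 3 (0.0996) or 4 (0.109). CUT181 rose from 165 ± 17.0 to 275 ± 15.2 CPM (0.73, edgeR adjusted p = 0.00690), lost without rrp6Δ replicate 4 (0.0516), and REC104 from 13.8 ± 0.957 to 23.3 ± 3.21 CPM (0.76, edgeR adjusted p = 0.0151), lost without rrp6Δ replicate 4 (0.0777) or double deletion replicate 2 (0.0579). HSP60, REC104 and CUT181 were all called with the replicate block.

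**Figure D4:**
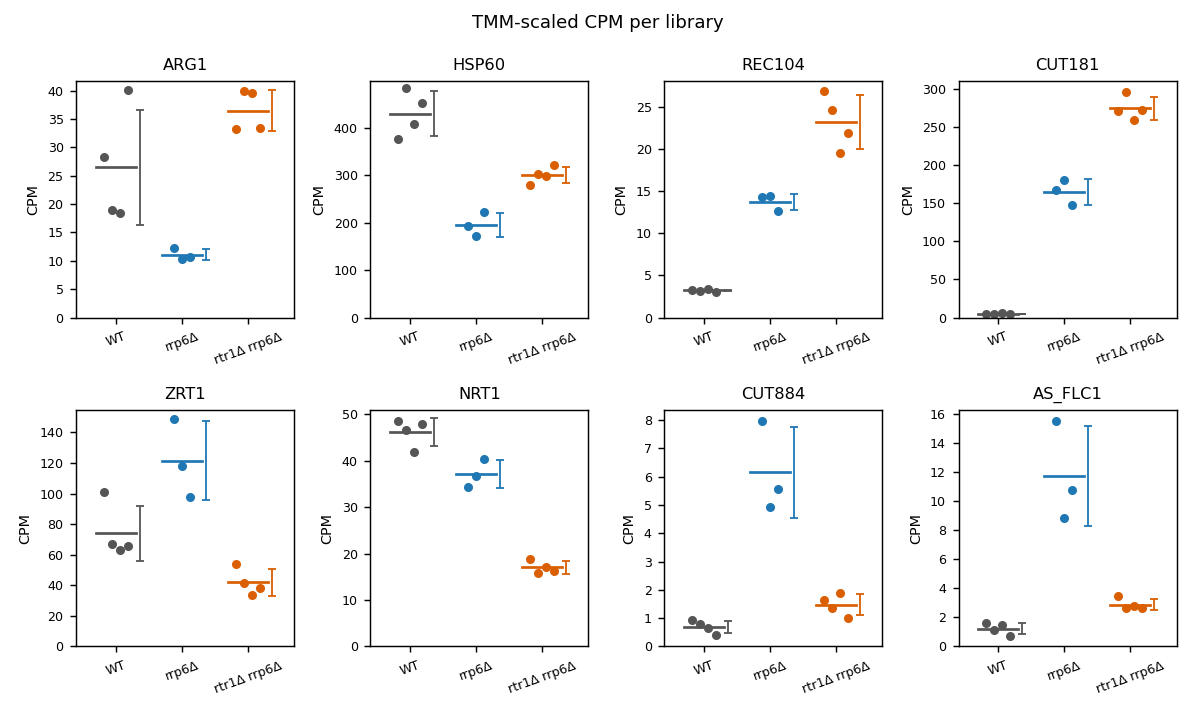
CPM of 8 transcripts called between rrp6Δ and rtr1Δ rrp6Δ cells, with WT shown beside them, 1 point per library, the mean as a line and the SD as error bar, on linear axes. ARG1 was at 11.1 CPM in rrp6Δ and 36.5 CPM in the double deletion, and ZRT1 at 122 and 41.9 CPM.

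In all, 18 transcripts rose and 96 fell between rrp6Δ and the double deletion (23 and 97 with no fold minimum). With the replicate block these were 69 and 427 (560 and 681 with no fold minimum), and all 114 calls were among the 496. In the fit without the block, the only one from which libraries were left out, the numbers depended on which were kept. Without rrp6Δ replicate 1, 3 or 4 they were 12 and 41, 4 and 31, and 5 and 19. Without double deletion replicate 2, 3 or 4 they were 7 and 29, 10 and 25, and 9 and 27, and without replicate 1 of every group 23 and 115. By class, ORF-T rose in 5 and fell in 18 cases (32 and 58 with the block), AST in 6 and 39 (14 and 183), NUT in 0 and 20 (4 and 76), CUT in 3 and 2 (6 and 28), SUT in 0 and 12 (0 and 46), SRT in 2 and 2 (6 and 17), MAN in 1 and 3 (2 and 19) and sn/snoRNA in 1 and 0 (5 and 0). Where edgeR called 0, at an unadjusted p below 0.05 27 NUTs and 5 SUTs were higher and 2 sn/snoRNAs lower, and DESeq2 called 2, 0 and 0 of these. DESeq2 called 31 higher and 212 lower in all.

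As classes, noncoding transcripts lay slightly below ORF-T. Relative to the ORF-T median, AST lay at −0.12 ± 0.0556, NUT at −0.17 ± 0.0872, CUT at −0.18 ± 0.121, SUT at −0.19 ± 0.0735, MAN at −0.15 ± 0.0502, and SRT at −0.14 ± 0.140 and sn/snoRNA at −0.02 ± 0.152 within their spread (SD over libraries, the larger of the groups compared). Against ORF-T of matched mean expression, noncoding transcripts other than sn/snoRNA had a median of −0.0886 where the matched ORF-T had −0.0404, a difference of −0.0482 within its spread of 0.0923 over libraries. Taken within the replicate blocks, the matched differences were −0.0644, −0.0212 and −0.0479. Camera with an estimated correlation called SUT (adjusted p = 0.0152) and MAN (0.0477) as lower, and ORF-T as higher (0.00689), although the ORF-T median of 0.06 changed sign with scaling from ORF-T rows alone. The preset-correlation calls of AST (adjusted p = 0.141), NUT (0.141) and CUT (0.427) were lost with an estimated correlation. With the replicate block and an estimated correlation, none of the classes was called, the values for ORF-T, SUT and MAN being 0.0954. SRT (0.124) and sn/snoRNA (0.0735) were not called at the preset correlation and were with the replicate block, SRT as lower (0.0333) and sn/snoRNA as higher (0.017). Without rrp6Δ replicate 1 (0.0257) or double deletion replicate 2 (0.0339) SRT was called, and sn/snoRNA without rrp6Δ replicate 1 (0.0169) or 3 (6.1e-04) or double deletion replicate 2 (0.00752) or 4 (0.00368). Among sense and antisense pairs, 22 antisense transcripts fell and 0 of their sense partners rose by edgeR (14 of 131 with the block, Fisher's exact test, adjusted p = 0.141). Antisense rose in 2 pairs by edgeR and in 19 with the replicate block, and with the block sense fell in 3 of these 19 against 21 of 936 pairs with no antisense call (odds ratio 8.12, Fisher's exact test, adjusted p = 0.0156). Pearson r across pairs was −0.13.

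Among the lists, amino acid genes controlled by Gcn4 were higher in the double deletion than in rrp6Δ cells, with 2 of 22 rising, 10 adjusted over the list alone and 11 with the replicate block (median 0.28). Camera called them at the preset correlation (adjusted p = 2.8e-09) and at adjusted p = 0.022 with an estimated correlation, though not with the block and an estimated correlation (0.359). Of 16 iron genes edgeR called 0, DESeq2 called 4 higher and 8 were higher at an unadjusted p below 0.05, and 7 rose adjusted over the list alone and 9 with the block (median 0.45, camera adjusted p = 6.7e-10, and adjusted p = 0.288 with an estimated correlation). Of 22 heat shock genes HSP60 rose, 2 adjusted over the list alone and 6 with the block (median 0.33, adjusted p = 3.7e-06, and adjusted p = 0.351 with an estimated correlation). Purine genes had a median of 0.18 (adjusted p = 0.0087, and adjusted p = 0.103 with an estimated correlation). Of these IMD2 was the 1 that fell, also adjusted over the list alone, and 0 rose (1 and 1 with the block). Ribosomal protein genes had a median of 0.11 with 0 edgeR calls, 0 adjusted over the list alone, 2 at an unadjusted p below 0.05, 1 by DESeq2, and 1 and 1 with the block (adjusted p = 3.4e-05, and adjusted p = 0.894 with an estimated correlation). That call was lost without double deletion replicate 1 (0.33) or replicate 1 of every group (0.199). Pheromone genes had a median of 0.15 with 0 edgeR calls, 1 adjusted over the list alone, 5 at an unadjusted p below 0.05, 1 by DESeq2 and 3 with the block (adjusted p = 0.0226, and adjusted p = 0.582 with an estimated correlation), and were lost without rrp6Δ replicate 3 (0.0606) or double deletion replicate 2 (0.0662). Against ORF-T rows alone, purine (0.139), ribosomal proteins (0.139) and pheromone genes (0.247) were not called.

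The mRNAs under early termination had 1 gene that fell, IMD2, and 0 that rose (1 fell and 1 rose adjusted over the list alone, 1 fell and 2 rose with the block). Meiotic genes had REC104 rising (1 and 0 adjusted over the list alone, 1 and 1 with the block), and the C-terminal domain enzymes had RTR1 falling (the same number adjusted over the list alone, 1 and 1 with the block). edgeR called 0 genes of PAU, ribosome biogenesis, exosome, Msn2/4, a-cell and respiration lists, over all transcripts, adjusted over the list alone and with the block alike, as did DESeq2, and 1 PAU and 1 a-cell gene were at an unadjusted p below 0.05. It also called 0 phosphate, termination and α-cell genes, with 0, 0 and 1 falling adjusted over the list alone, and with the block 1 phosphate and 1 termination gene rose and 1 α-cell gene fell. DESeq2 called the α-cell gene too, and 1 phosphate gene was at an unadjusted p below 0.05. Camera with the block called ribosome biogenesis as higher (adjusted p = 0.0189, and 0.868 with an estimated correlation, or 0.670 against ORF-T rows alone), and the sign of its median turned with upper-quartile and ORF-T scaling. Leaving out rrp6Δ replicate 1 added calls of ribosome biogenesis (6.4e-05), exosome (0.00821) and termination genes (0.00821) as higher and of Msn2/4 (0.00233) and respiration genes (2.1e-04) as lower. Leaving out other libraries added, as higher, respiration (rrp6Δ replicate 3, 3.0e-04; rrp6Δ replicate 4, 0.0205; double deletion replicate 1, 0.0102), termination (rrp6Δ replicate 4, 0.041; double deletion replicate 3, 0.00974), ribosome biogenesis (double deletion replicate 3, 0.0389) and Msn2/4 (double deletion replicate 1, 0.00703), and, as lower, ribosome biogenesis (double deletion replicate 1, 0.0058). The direction of ribosome biogenesis, Msn2/4 and respiration genes thus turned with the library left out, and none of these added calls was made with an estimated correlation, at adjusted p = 0.636 to 0.994.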

Values the study reported

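The study reported that 1,481 of 11,151 transcripts were reduced in rtr1Δ cells, and that 104 antisense transcripts were lower there than in WT. The rtr1Δ libraries behind both values were not analysed here.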

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

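The tests of a single WT library, of movement of reads among PAU copies, and of a deleted segment or a parent-strain difference for HFM1 and GYP5 were chosen only after the result was seen. Of 158 groups of 4 libraries examined for the transcripts named and for library totals, 11 held a library far from the other 3, where chance alone gives about 7.9.

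PAU genes were lower in both deletion strains than in WT cells, and WT replicate 4 stood apart. PAU9 was at 33.5 CPM in WT replicate 4 against 5.34 to 7.56 CPM in the other WT libraries, PAU24 at 43.3 against 7.90 to 9.35, PAU13 at 27.0 against 3.61 to 4.39 and DAN1 at 106 against 22.1 to 32.2 CPM. That library does not carry the difference alone, since without it 9 PAU genes still fell in rrp6Δ cells. Movement of reads among the 12 measured copies is argued against by their summed CPM, which was 4.32 times higher in WT (92.4 ± 75.6, n = 4, against 21.4 ± 0.947, n = 3; the WT libraries were at 53.1, 49.4, 61.7 and 206), while copies not measured stay open. Less oxygen in the WT cultures may have raised these genes and cannot be told apart from an effect of losing Rrp6. Genes repressed in air by Rox1 had a median 0.0277 above ORF-T in rrp6Δ against WT, within a spread of 0.728 over members. Of these 7 genes 2 fell, ANB1 (−1.08, edgeR adjusted p = 3.8e-04) and AAC3 (−0.84, edgeR adjusted p = 0.00445), and 0 rose. CYC7 was at 1.17 and did not pass (edgeR adjusted p = 0.228).

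HFM1 and GYP5 were nearly lost in every library of both deletion strains, and HFM1 was at 0.0663 CPM in double deletion replicate 1 against 0.405 to 0.471 CPM in the other 3. A deletion that spans the neighbouring genes is argued against, since the 8 flanking ORFs had a median log2 change of −0.384 (−0.684 beside HFM1 and −0.154 beside GYP5). Beside HFM1, ZIP2 fell from 4.45 to 1.58 CPM (−1.49, edgeR adjusted p = 2.5e-05) and RMR1 was at −0.94 (edgeR adjusted p = 0.0579), so a smaller change at that locus stays open. A change carried by the rrp6Δ parent strain, such as a mutation in either gene, may account for the loss and cannot be told apart from an effect of losing Rrp6, because both deletion strains came from that parent, although between these strains GYP5 differed by −0.114 and HFM1 by −1.19 on the log2 scale (edgeR adjusted p = 0.970 and 0.160).

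FIT3 was at 992 CPM in WT replicate 4 against 379 to 407 CPM in the other WT libraries. AS_Unit8035 was at 1017 CPM in WT replicate 4 against 417 to 440. It followed FIT3 in the rrp6Δ libraries too (152, 84.4 and 97.2 against 120, 56.8 and 66.2 CPM), so it may not be a separate case. SPL2 was at 67.5 CPM in double deletion replicate 4 against 47.9 to 51.2. ZRT1 was at 101 CPM in WT replicate 1 against 63.0 to 66.8. HIM1 was at 2.22 CPM in double deletion replicate 1 against 1.49 to 1.56. WT replicate 4 held 36.04 M counts (36035490) against 32.50 M to 32.82 M in the other WT libraries.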

How the results depend on the processing

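Tests among ORF-T rows, without replicate 1 of every group, with a mean CPM filter, with the block combined with ORF-T scaling or an estimated correlation, and with identical rows collapsed were chosen only after the result was seen. In rrp6Δ and the double deletion against WT, the numbers of transcripts that rose stayed within 1.5 times under every setting run (4234 to 5343 and 4044 to 4923). The differences of NUT, CUT, SUT, SRT and sn/snoRNA from ORF-T kept their direction and moved by less than their spread (CUT 2.89 to 3.03 and 2.69 to 2.84), and the odds that sense fell where antisense rose stayed on the same side of the threshold (1.60 to 3.10 and 1.56 to 2.93). Of the values of named transcripts under other settings, 1807 for rrp6Δ against WT kept their direction and side of the threshold, 59 lost and 68 gained a call and 2 turned, SAG1 (0.27) and STE2 (0.18) under the block with ORF-T scaling. For the double deletion these were 1865, 75 and 57, and against rrp6Δ 1774, 118 and 63. DESeq2 ran with its own size factors and not with TMM factors, so its numbers carry a change of scaling as well as of test. The cause was not tested for the changes below unless stated.

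Transcripts that fell in rrp6Δ and in the double deletion against WT numbered 1629 and 1370 with RLE factors, 464 and 535 with upper-quartile factors, 312 and 387 with ORF-T scaling, 1662 and 1395 with DESeq2, and 352 and 431 with the replicate block and ORF-T scaling. The ORF-T medians were −0.40 and −0.33 with RLE, −0.11 and −0.0997 with upper-quartile factors, 0.0033 and 0.0064 with ORF-T scaling, which centres them by construction, −0.40 and −0.33 with DESeq2, 0.0039 and 0.0036 with the block and ORF-T scaling, and −0.27 for the double deletion with only the compared groups. Leaving out single libraries gave −0.34 to −0.27 and −0.27 to −0.21. Between the deletion strains the ORF-T median was 0.0061 (upper-quartile), −0.00096 (ORF-T scaling) and −0.0075 (block and ORF-T scaling). With the CPM filter, AST lay 0.95 and 0.75 above ORF-T in rrp6Δ and the double deletion, and MAN in rrp6Δ 0.63 to 0.73 with single libraries left out.

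Between the deletion strains, the numbers that rose and fell were 31 and 212 with DESeq2, 34 and 250 with the likelihood ratio test, 69 and 427 with the replicate block, and 41 and 584 with the block and ORF-T scaling; 61 fell with only the compared groups. With libraries left out the numbers that rose and fell ran from 4 to 23 and from 19 to 115. Those that fell were 41, 31 and 19 without rrp6Δ replicate 1, 3 or 4 and 29, 25 and 27 without double deletion replicate 2, 3 or 4, and those that rose were 4 and 5 without rrp6Δ replicate 3 or 4 and 7, 10 and 9 without double deletion replicate 2, 3 or 4, with fewer libraries in the test. IMD2 was at −0.86 (adjusted p = 0.0542) with only the compared groups and −0.97 to −0.79 with a library left out, where its call was lost without the 6 libraries named in the report. NNR2 in rrp6Δ was at −0.69 with the replicate block, −0.40 with the block and ORF-T scaling, and −0.94 to −0.22 with a library left out (−0.45 and called, edgeR adjusted p = 0.0429, without replicate 1 of every group), and in the double deletion at −0.38 with the block. Among named transcripts the replicate block added calls for 14 in rrp6Δ against WT, 15 in the double deletion against WT and 19 between the deletion strains, and ended none. It also added calls of ribosome biogenesis in each comparison, of the exosome list in rrp6Δ against WT, and of SRT and sn/snoRNA between the deletion strains.

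Lists called in rrp6Δ against WT, the double deletion against WT and between the strains were 0, 0 and 1 with an estimated correlation and 0, 0 and 0 with the block as well; the double deletion had 7 among ORF-T rows and 4 to 7 with a library left out (7 without double deletion replicate 1), and the last comparison 5 to 11 (11 without rrp6Δ replicate 1). Against ORF-T rows alone the direction turned in rrp6Δ for the phosphate list (adjusted p = 1.2e-04), ribosome biogenesis (0.0071), termination (0.023), Msn2/4 (0.0018), respiration (1.9e-04) and ribosomal proteins (1.00), and in the double deletion for phosphate (3.5e-04), ribosome biogenesis (0.020), termination (0.011), Msn2/4 (0.0036), pheromone (0.020), respiration (1.8e-04) and ribosomal proteins (0.269), since noncoding rows, which rose, leave the background. The direction also turned, without a call, for early-termination, exosome, α-cell, a-cell and meiotic genes in both comparisons. It did so too for pheromone genes in rrp6Δ and for heat shock and Gcn4 genes in the double deletion. Camera gave these adjusted p = 0.0726 to 0.139 in rrp6Δ and 0.0531 to 0.545 in the double deletion. With an estimated correlation among ORF-T rows none of these lists was called, at 0.352 to 1.00 in rrp6Δ and 0.514 to 0.859 in the double deletion. Between the strains, leaving out a library moved ribosome biogenesis over 6.4e-05 to 0.944, Msn2/4 over 0.0023 to 0.996 and respiration over 2.1e-04 to 0.836, with the direction turned without double deletion replicate 1 (0.0058) for the first, and without rrp6Δ replicate 1 (0.0023, 2.1e-04) or replicate 1 of every group (0.0156, 0.0080) for the others. The setting with no low-count filter moved nothing, since no row was removed, and scaling on spike-ins was not run. In simulations with few changed rows, the fit without the block recovered 13.4% to 22.4% of 1.5-fold changes. That share belongs to the simulated setting and sets no limit for the comparisons with WT, where far more transcripts were called. In rrp6Δ against WT, 3124 transcripts were lower with no fold minimum and 976 with a change of at least 1.5-fold. Between the deletion strains these were 97 and 96, so few smaller falls were called there.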

Other observations

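The list of anaerobic cell wall and sterol uptake genes and the settings tried on it, and the same-day differences from matched ORF-T, were chosen only after the result was seen, while the tests of low counts, of a single day and of other groupings of the libraries were chosen before.

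Beside DAN1, other genes of the anaerobic cell wall were lower in the deletion strains. All 7 of DAN1, DAN4, TIR1, TIR2, TIR3, TIR4 and the sterol transporter AUS1 fell in rrp6Δ cells and in the double deletion (medians −2.14 and −2.19), and the median between the deletion strains was −0.10. WT replicate 4 was the highest WT library for each of the 7, and all 7 also fell without it (medians −1.67 and −1.90) or without any other WT library. With scaling from ORF-T rows alone, TIR2 was lower but no longer called in rrp6Δ cells (edgeR adjusted p = 0.0539), and the other 6 still fell, while with RLE or upper-quartile factors all 7 fell. TIR1 had means of 155 CPM in WT (SD 62.9), 35.1 CPM in rrp6Δ and 26.4 CPM in rtr1Δ rrp6Δ cells, and AUS1 of 190.1 CPM (SD 101), 45.4 and 42.8 CPM. The snoRNA feature SNR71-RT rose from 328 ± 27.6 CPM in rrp6Δ (SD, n = 3) to 506 ± 17.7 CPM in the double deletion (SD, n = 4; log2 fold change 0.63, edgeR adjusted p = 0.0217). That call was lost without rrp6Δ replicate 1 (0.0706), 3 (0.0514) or 4 (0.113) or double deletion replicate 2 (0.08), 3 (0.0618) or 4 (0.0742), and held with the replicate block (0.00108). AS_FLO1, opposite to a flocculin gene, was at 5.41 ± 1.37 CPM in WT, 1.72 ± 0.135 CPM in rrp6Δ and 0.460 ± 0.234 CPM in rtr1Δ rrp6Δ cells (SD, n = 4, 3 and 4; log2 fold changes against WT −1.66 and −3.53, edgeR adjusted p = 2.8e-04 and 6.0e-07).

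The marker genes of the strain background were measured as a check on the cultures. HIS3 was at 35.7 ± 2.65 CPM in WT, 23.6 ± 1.72 CPM in rrp6Δ and 29.8 ± 2.71 CPM in the double deletion (SD, n = 4, 3 and 4). MET17 was at 1.25 ± 0.663, 1.04 ± 0.522 and 1.96 ± 1.17 CPM, and URA3 at 15.6 ± 1.48, 11.9 ± 0.259 and 11.6 ± 1.39 CPM. URA3 gave 367 to 514 counts in every library, where the deleted RRP6 gave 8 to 22 in the deletion strains. BY4741 carries a deletion of URA3, so these counts were at odds with the stated background. A deleted gene can keep some counts in its row, as RTR1 did in the double deletion (35 to 56). The URA3 counts alone therefore do not settle the genotype, and their cause was not tested.

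Noncoding transcripts as a whole had a median 0.153 below that of ORF-T in the double deletion against rrp6Δ cells on the log2 scale. A dependence on 1 growth day is argued against, since the same-day differences were −0.212, −0.145 and −0.118, each below 0. Low counts of noncoding transcripts may account for some or all of it, and for how much cannot be told. Rows were matched on mean CPM over all libraries, WT included, and matched ORF-T rows may share more with noncoding ones than low counts. Against these ORF-T rows the difference was −0.0482, within its spread of 0.0923 over libraries. Within the replicate blocks it was −0.0644, −0.0212 and −0.0479 (mean −0.0445, SD 0.0218), below 0 on each of only 3 days. Chance could not be excluded either, as 2 of the 35 splits of these 7 libraries gave a difference as large (highest other 0.153), though among the 8 splits that part as many same-day pairs the real one was the largest (highest other 0.127). An effect of Rtr1 on noncoding RNA stays open as a hypothesis, and what remains of it after matching is small.

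Other splits of the libraries into groups of the same sizes were compared with the real ones. For rrp6Δ against WT, 1 of 35 splits, the real one, gave as many as 5565 called transcripts. A share below 1 of 35 was not possible, and mixed groups vary more within themselves because they hold both strains. The splits alone therefore cannot exclude chance for numbers of transcripts. The highest other, 4328, set WT replicate 1 with the 3 rrp6Δ libraries against the other WT libraries, and the 4 other splits with any call each left 1 WT library with the rrp6Δ libraries. For the double deletion against WT (5205) and against rrp6Δ (114), 1 of 35 splits gave as many, and the highest other gave 0. Chance was not excluded for the numbers of gene lists called either. They were 6, 4 and 6, and 33, 30 and 21 of 35 splits gave as many, with up to 12, 11 and 10 in other splits. Among the 8 splits that part as many same-day pairs (replicate blocks), 1, 1 and 1 gave as many transcripts, with highest others of 3947, 0 and 0, and 7, 6 and 3 gave as many lists.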
